# Lnc NR2F1-AS1 Promotes Breast Cancer Metastasis by Targeting the MiR-25-3p/ZEB2 Axis

**DOI:** 10.7150/ijms.86969

**Published:** 2023-07-24

**Authors:** Duanyang Zhai, Yu Zhou, Xiaying Kuang, Fangyuan Shao, Tiantian Zhen, Ying Lin, Qing Wang, Nan Shao

**Keywords:** Lnc NR2F1-AS1, miR-25-3p, ZEB2, metastasis, breast cancer

## Abstract

**Background:** Long noncoding RNAs (lncRNAs) substantially affect tumor metastasis and are aberrantly expressed in various cancers. However, its role in breast cancer (BC) remains unclear.

**Methods:** A microarray assay of differentially expressed lncRNAs in epithelial-mesenchymal transition (EMT) and non-EMT cells was performed. The prognostic value of lnc NR2F1-AS1 expression in patients with BC was analyzed using The Cancer Genome Atlas database. Lnc NR2F1-AS1 expression levels in different BC cell lines were assessed using quantitative real-time PCR. The role of lnc NR2F1-AS1 in BC cell metastasis was investigated in vitro and in vivo. Dual luciferase reporter assay and RNA immunoprecipitation were performed to investigate the relationship between lnc NR2F1-AS1, miR-25-3p, and ZEB2.

**Results:** High levels of lnc NR2F1-AS1 were observed in BC cells undergoing EMT and were closely correlated with adverse prognosis in patients with BC. Lnc NR2F1-AS1 knockdown significantly inhibited BC cell migration, invasiveness in vitro, and metastasis in vivo. Mechanistically, lnc NR2F1-AS1 competitively binds to miR-25-3p to impede ZEB2 degradation, a positive EMT transcription factor in BC.

**Conclusions:** Our study revealed a novel lnc NR2F1-AS1/miR-25-3p/ZEB2 axis in BC metastasis and that lnc NR2F1-AS1 may serve as a potential therapeutic target for BC metastasis.

## Introduction

Breast cancer (BC) is the most prevalent cancer among women worldwide 1, 2. Although therapeutic attempts have primarily focused on preventing BC progression, the prognosis of patients with metastatic BC remains poor. Metastasis is a pivotal cause of high BC mortality and involves epithelial-to-mesenchymal transition (EMT), migration, invasion, and mesenchymal-to-epithelial transition (MET) 3. Therefore, the mechanisms triggering this process must be investigated.

Non-coding RNA was previously thought to be transcriptional noise. Accumulated evidence has revealed that non-coding RNA plays essential roles in various physiological and pathological processes 4-6. Long non-coding (lnc)RNA has lengths exceeding 200 nucleotides and can code proteins 7. Researchers worldwide have revealed that lncRNAs are modulated in tumors and are closely related to the progression of several solid cancers. The lncRNA MCM3AP-AS1 promotes hepatocellular carcinoma growth through the miR-194-5p/FOXA1 pathway. Moreover, the lncRNA MEG3 regulates melanoma growth, metastasis, and formation 8-10. In breast cancer, lnc NR2F1-AS1 acted as an oncogene and was associated with tumor recurrence in estrogen receptor (ER) positive breast cancers 11, 12. Previously, we found that lnc NR2F1-AS1 promoted BC angiogenesis by targeting the IGF-1/IGF-1R/ERK axis 13. However, the effects of lnc NR2F1-AS1 on BC metastasis regulation remain unclear.

In this study, we explored the biological functions, molecular mechanisms, and prognostic value of lnc NR2F1-AS1 in BC. Our results showed that lnc NR2F1-AS1 was significantly upregulated in BC cells, particularly in invasive BC cells, and correlated with poor outcomes in patients with BC. Inhibition of lnc NR2F1-AS1 resulted in decreased migration, invasion, and EMT capacities. In contrast, the overexpression of lnc NR2F1-AS1 showed contrasting results. Mechanistically, lnc NR2F1-AS1 acted as a competing endogenous RNA (ceRNA) for miR-25-3p to upregulate ZEB2 expression. Our data demonstrated that lnc NR2F1-AS1/miR-25-3p/ZEB2 axis is a promising therapeutic target for BC metastasis.

## Materials and Methods

### Clinical sample

Twenty-two pairs of triple negative breast cancer tissues and adjacent non-cancerous tissues were obtained from patients who received treatment at the First Affiliated Hospital of Sun Yat-sen University. This study was approved by the Medical Ethics Committee of the First Affiliated Hospital of Sun Yat-sen University. All enrolled patients signed a written informed consent form according to the relevant regulations. The tissues and matched adjacent-tumor controls were snap-frozen immediately in liquid nitrogen after being separated and stored at -80 °C before use.

### Bioinformatics

A KM plotter (http://kmplot.com/analysis/) was used to evaluate the survival prognosis of patients with BC from The Cancer Genome Atlas (TCGA). StarBase (http://starbase.sysu.edu.cn/) was used to predict the lncRNA-microRNA (miRNA) interactions, the miRNA target genes, and their correlations. Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway genome enrichment analysis was conducted using R language.

### Animal model

A breast cancer metastasis assay was conducted in female nude mice (5-6 weeks old). All animal experiments were performed in accordance with the Guide for the Administration of Affairs Concerning Experimental Animals. Cells (1 × 10^6^) were injected into the tail vein of nude mice. After 3 weeks of inoculation, the lungs were removed, and metastatic nodules were counted. Whole lungs were removed, fixed in paraformaldehyde, embedded in paraffin, and stained with hematoxylin-eosin. The number of metastatic lung foci was calculated to evaluate the development of pulmonary metastases.

### Cell culture

The human breast epithelial cell line (MCF-10A) and breast cancer cell lines (MDA-MB-231, BT549, MCF-7, and ZR-75-1) were obtained from the American Type Culture Collection (ATCC; Rockville, MD, USA) and cultured in Dulbecco's Modified Eagle Medium (DMEM) (Gibco, Grand Island, NY, USA) containing 10% fetal bovine serum (Gibco). All cells were captured in the atmosphere containing 5% CO_2_ and 37 °C. The overexpression plasmids, pcDNA3.1-NR2F1-AS1 and pcDNA3.1-ZEB2 and pGPH1-sh-NR2F1-AS1 and pGPH1-si-ZEB2 were purchased from GenePharma (Suzhou, China). The mimics and inhibitors of hsa-miR-25b-3p were provided by RiboBio. Cell transfection was operated using the Lipofectamine® 3000 (Invitrogen; Thermo Fisher Scientific) according to the manufacturer's instructions.

### RNA isolation and quantitative real-time PCR (qPCR)

LncRNAs and mRNAs were extracted from the cells using Trizol reagent (Thermo Fisher Scientific). MiRNAs were extracted using an miRNA Extraction Kit purchased from Tiangen, according to the manufacturer's instructions. A PrimeScript RT Reagent kit (Takara Bio) was used to synthesize cDNA from lncRNAs and mRNA. MiRNAs were reverse transcribed using an miRNA reverse transcription kit (Takara Bio). qPCR analysis was performed in triplicate for each sample using TB Green® Fast qPCR Mix (Takara Bio Inc.), with GAPDH/U6 as the endogenous control. A two-step cycling condition was selected on Roche 480II, according to the manufacturer's instructions. Data were analyzed using the 2^-ΔΔCq^ method. The primers used are shown in Supplementary Table 1.

### Subcellular fractionation and fluorescence in situ hybridization (FISH)

Nuclear and cytoplasmic lncRNA was separated using the NE-PER™ Nuclear and Cytoplasmic Extraction Reagents (Invitrogen, Waltham, MA, USA) and quantitated using qPCR assay. For FISH assays, cells were immobilized, permeabilized, and hybridized with a 50 μL LGALS8-AS1 probe mix (RiboBio, Guangzhou, China). Cell nuclei were stained with DAPI (Sigma-Aldrich). Intracellular distribution was observed using a fluorescence microscope (Olympus IX81; Japan). The probe is shown in Supplementary Table.

### Western blotting

Total protein extracted from breast cancer cells and tissues was lysed using a lysis buffer (Beyotime, Nantong, China) with a protease inhibitor. Protein lysates were separated using 10% sodium dodecyl sulfate (SDS) gel electrophoresis and transferred to a polyvinylidene difluoride (PVDF) membrane (Millipore, USA). After blocking in 5% bovine serum albumin (BSA) for 1 h at room temperature, the membrane was incubated with primary antibodies at 4 °C overnight and then with secondary antibodies for 1 h at room temperature. The bands were imaged using an ECL assay reagent (Beyotime). The primary antibodies used were obtained from Proteintech and included anti-E-cadherin (1:500; 20874-1-AP), anti-N-cadherin (1:500; 22018-1-AP), anti-vimentin (1:1000; 10366-1-AP), anti-ZEB1 (1:1000; 21544-1-AP), and anti-ZEB2 (1:1000; 67514-1-Ig).

### Luciferase reporter assay

Sequences of the wild-type or mutant NR2F1-AS1 fragment or ZEB2 3'-UTR containing the predicted binding sites of miR-25-3p were subcloned into a psiCHECK2 dual-luciferase vector (Promega). The luciferase reporter plasmids were cotransfected into HEK293T with miR-25-3p mimics or negative control (NC) using Lipofectamine® 3000 following the manufacturer's instructions, and the transfected cells were cultured at 37 °C in a humidified incubator with 5% CO_2_ for 36 h. Luciferase signals were measured using the Dual-Glo® Luciferase Assay System (Promega) according to the manufacturer's instructions. Luciferase activity was detected using Synergy 2 Multidetector Microplate Reader (BioTek Instruments, Santa Clara, CA, USA).

### Transwell assay

An appropriate number of cells in serum-free conditioned medium were seeded into the upper chamber coated with Matrigel (BD Biosciences, San Jose, CA, USA). A complete medium was added to the lower chambers. After maintaining for 24 h at 37 °C, cells on the upper chamber were removed, and the invaded cells were treated with 4% paraformaldehyde (FD, China) and stained with crystal violet. The cells were observed and counted under a microscope.

### Wound healing assay

Cells were seeded in 6-well plates and cultured to a sub-confluent state. After starvation in serum-free DMEM (Gibco; Thermo Fisher Scientific) for 24 h, a straight wound was scratched at the bottom of the plate with a 200 μL sterile pipette tip. The cells were cultured in a serum-free medium for 24 h and observed at 0 and 24 h using an inverted light microscope. Scratch-healing (%) = (initial scratch area - final scratch area)/initial scratch area × 100.

### RNA immunoprecipitation (RIP) assay

RIP assay was performed using the Magna RIP RNA-Binding Protein Immunoprecipitation Kit, following the manufacturer's protocol (Millipore, USA). Briefly, cells were lysed in RIP Lysis buffer, the supernatant was transferred to a nuclease-free tube on ice, and the resuspended beads were added and incubated with Ago2 or IgG. The bead-bound immunoprecipitates were eluted with elution buffer, and the purified RNA fraction was analyzed using RT-qPCR.

### Statistical analysis

Data are presented as mean ± standard deviation (SD). Two groups were compared using an unpaired Student's t-test. One-way or two-way ANOVA, followed by Tukey's post-hoc test, was used to compare differences between more than two groups. The results were analyzed using GraphPad Prism 9.0. All experiments were repeated thrice. *P* < 0.05 was considered statistically significant.

## Results

### Lnc NR2F1-AS1 is upregulated and correlated with poor BC prognosis in patients

First, we identified essential lncRNAs potentially involved in BC metastasis. Our previous lncRNA microarray (GSE201574) showed that lnc NR2F1-AS1 is upregulated in BC cells undergoing EMT. 

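The arrays behind this statement compared RNA of MCF-7 cells, an estrogen receptor positive breast cancer line, carrying a stable control vector with RNA of MCF-7 cells carrying a stable IL-8 plasmid. The sample labels name IL-8, a cytokine, where the paper describes the cells as undergoing EMT. There was 1 array for each of the 2 kinds of cells, so no difference below has a replicate or a test. Total RNA was amplified, labelled with Cy3 and hybridised to a human lncRNA array of 180880 spots, of which 175822 carried probes for human transcripts. The authors quantified the scans with Agilent Feature Extraction 10.7. Of these spots, 62.5% on the vector array and 66.1% on the IL-8 array were well above background, and the 75th percentile of the processed signal was 240 and 293. Each array's log2 processed signals were taken relative to that percentile, and the spots of one probe were averaged. The files pair the transcript probes with no gene names, so targets were formed from probes of one design transcript or of identical sequence. Of 83953 targets, 56656 were measured on both arrays. Between probes of identical sequence, the difference between the arrays had an SD of 0.27 on the log2 scale. That is technical spread between places on the same 2 arrays. Labelling or hybridisation differences between the arrays that such probes share are not in it, and neither is spread between cultures.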

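NR2F1-AS1 was higher in the IL-8 array at both probes that read its strand. Probe CUST_9021_PI429285431 was 8.71-fold higher in IL-8 than in vector cells, a log2 difference of 3.12. Before scaling, its processed signals were 625 and 800 at its 2 spots on the IL-8 array and 31.1 and 142 on the vector array. The gap between the vector spots was 2.19 on the log2 scale, and the spots taken one at a time gave differences of 4.04 and 2.21. Probe CUST_39833_PI429285431 was well above background at 3 of 3 spots in IL-8 cells and at 0 of 3 in vector cells. Its IL-8 level was set against the higher of 2 values, here the latter. These are the lowest signal well above background on the vector array and the probe's own signal there. The result, 22.9-fold higher in IL-8 cells, is thus the ratio of the probe's own mean scaled signals and no strict lower limit. Its spots taken one at a time gave log2 differences of 4.18, 4.43 and 4.94, against 4.52 for the means. A second floor, chosen after the data were seen, was the level at which 50% of the vector array's probes are well above background. Against that floor the probe is at least 15.9-fold higher. Probe CUST_35911_PI429285431 reads the opposite strand, and after scaling it was 1.70-fold higher in IL-8 cells. Before scaling, its signals over 3 spots were 45.7 in vector cells and 94.8 in IL-8 cells.
The probes were found by their sequence. The paper's supplement prints a probe sequence for NR2F1-AS1, 332 bases long, which was taken as that of the FISH probe, and the lncRNA as its complement. The paper's methods refer to the FISH probe as an LGALS8-AS1 probe mix, so the identity rests on the supplement's heading and on the second arm of the shRNA against NR2F1-AS1, whose 21 bases lie within the printed sequence. The first arm aligned to the complement with 1 single-base edit. The RT-qPCR primers for NR2F1-AS1 had no identical match among the array probes. They did not lie in the printed sequence either: their best alignments on either strand needed 6 edits for 18 bases and 7 for 19. The region that the RT-qPCR reads was therefore not placed on this sequence. The sequence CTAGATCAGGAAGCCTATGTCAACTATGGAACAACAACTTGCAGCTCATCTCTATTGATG of CUST_9021_PI429285431 aligned to bases 273 to 332 of that complement with 4 single-base edits. CUST_39833_PI429285431 matched bases 306 to 332 over its first 27 bases without an edit, so the same-strand probes overlap there and are not independent in sequence. The rest of that probe lies beyond the printed sequence. CUST_35911_PI429285431 aligned over 60 bases with 3 edits, on the opposite strand. In the RefSeq annotation of GRCh38.p14, NR2F1-AS1 is a lncRNA gene on chromosome 5 with 54 transcripts, and its span overlaps that of NR2F1, a protein-coding gene also named COUP-TFI. Which of these transcripts the probes read was not determined.

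**Figure D1:**
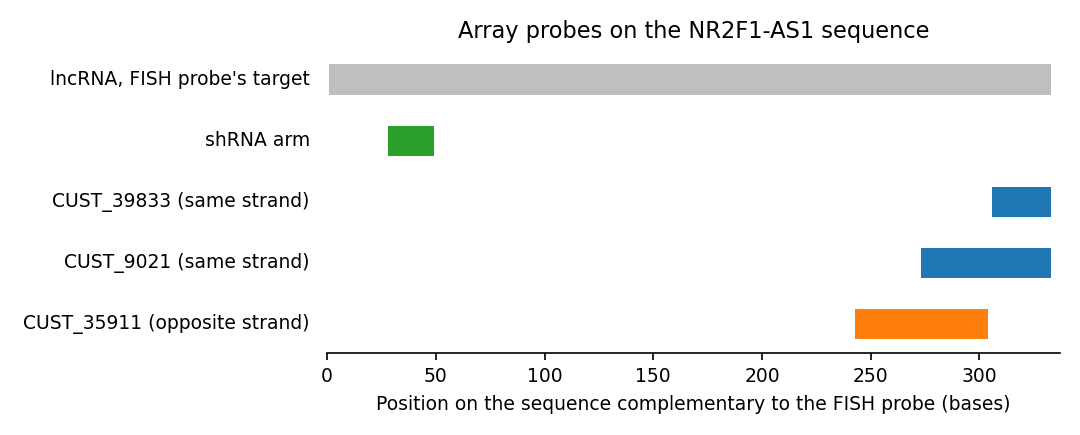
Positions of 3 array probes and of the second arm of the paper's shRNA on the 332-base complement of the FISH probe, in bases. Blue bars read the lncRNA's strand and the orange bar the opposite strand; the probes lie between base 243 and base 332.

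**Figure D2:**
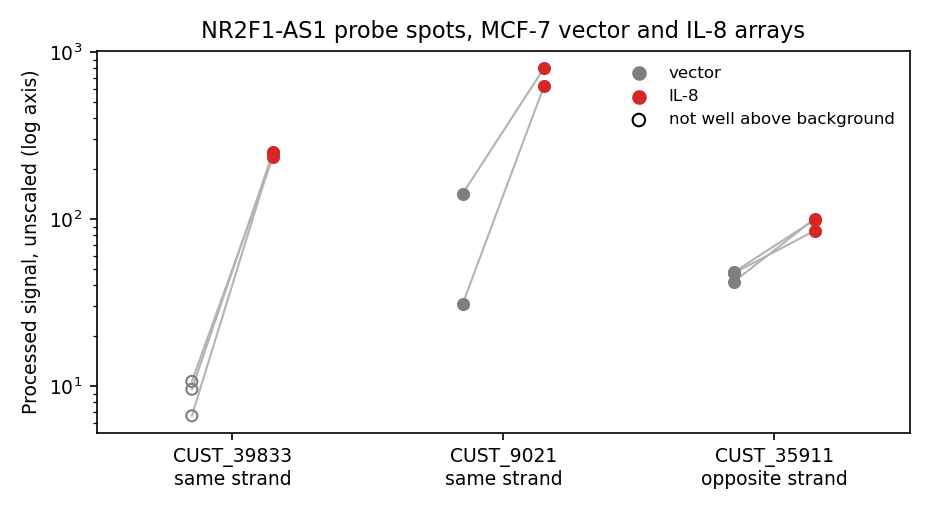
Processed signal, not scaled between arrays, on a log axis for each spot of the 3 probes, with gray points for the vector array and red points for the IL-8 array, and a line joining each spot's place on both arrays. Open points are not well above background; the vector spots of CUST_9021_PI429285431 lie at 31.1 and 142.

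Among the 56656 targets measured on both arrays, CUST_9021_PI429285431 ranked 47 from the largest rise. That rank rests on the mean of its 2 spot differences, 4.04 and 2.21, and would be lower with the second alone. In all, 1753 targets were at least 2-fold higher and 1691 at least 2-fold lower in IL-8 cells, so 50.9% of these changes were rises. The counts were 716 and 721 with normexp background correction, whose offset of 50 on every signal shrinks the differences of dim probes. With no scaling between the arrays this share was 81.7%, and with scaling to the spike-in control probes 74.0%. The glycolytic genes GAPDH and PGK1 are named on the array through control probes. Human-GAPDH_3 differed by -0.30 on the log2 scale (SD 0.14 over 10 spots) and Human-PGK1_3 by -0.22 (SD 0.11 over 10 spots), and without scaling between the arrays these values were -0.01 and 0.07. Over 5 scalings, the GAPDH probes lay between -0.31 and -0.01 (Human-GAPDH_3) and between -0.40 and -0.10 (Human-GAPDH_5), while Human-PGK1_3 and Human-PGK1_5 changed sign, with ranges of -0.24 to 0.07 and -0.16 to 0.15. With normexp background correction the difference of CUST_9021_PI429285431 was 2.25.

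**Figure D3:**
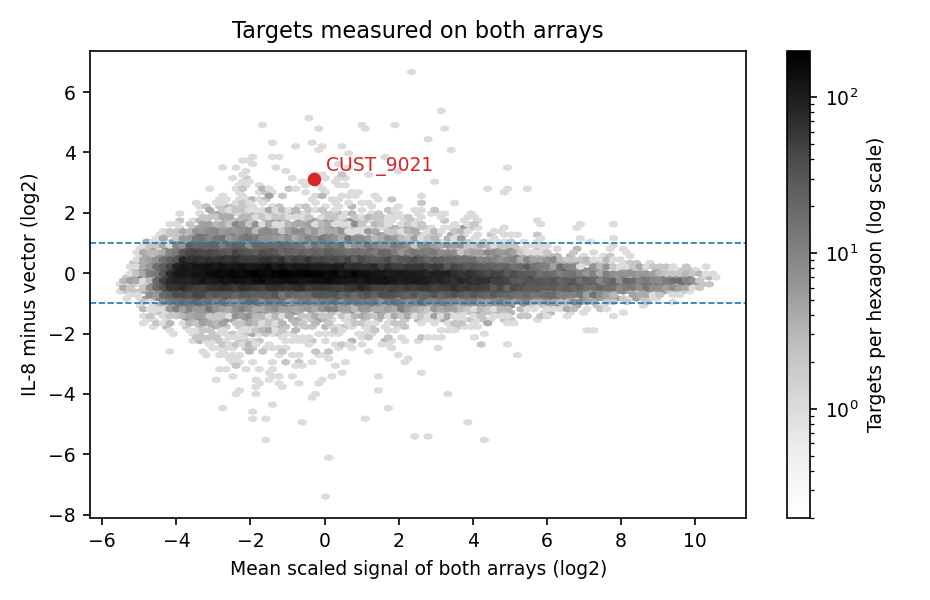
Log2 difference between IL-8 and vector cells against the mean scaled log2 signal of both arrays for 56656 targets, shown as hexagons shaded by their number of targets on a log scale. Dashed lines mark 2-fold; CUST_9021_PI429285431, in red, lies at 3.12.

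The paper states from these arrays that lnc NR2F1-AS1 is upregulated in breast cancer cells undergoing EMT, and went on to measure it in breast cell lines by RT-qPCR (Fig. 1A).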

Subsequently, we validated the expression of lnc NR2F1-AS1 in normal breast cells (MCF-10A), ER positive BC cells (MCF-7, ZR-75-1), and basal-like BC cells (MDA-MB-231, BT549). The RT-qPCR results showed that lnc NR2F1-AS1 was significantly increased in BC cells, particularly in invasive BC cells (Fig. 1A). Further prognostic analysis of lnc NR2F1-AS1 suggested that high levels of lnc NR2F1-AS1 were associated with adverse overall survival (OS) and recurrence-free survival (RFS) of patients with BC, depending on Kaplan-Meier analysis (Fig. 1B). The subcellular distribution assay showed that lnc NR2F1-AS1 was mainly located in the cytoplasm (Fig. 1C), which was further validated by FISH (Fig. 1D). These findings demonstrated that lnc NR2F1-AS1 participates in BC progression.

### Inhibition of lnc NR2F1-AS1 suppressed cell migration, invasiveness, and tumor metastasis in BC

To investigate the functions of lnc NR2F1-AS1 in BC cells, we modulated lnc NR2F1-AS1 expression in MDA-MB-231 and MCF-7 cells using lentiviral infection. RT-qPCR showed that lnc NR2F1-AS1 expression was markedly downregulated in shlnc-infected MDA-MB-231 cells and upregulated in ovlnc-infected MCF7 cells compared to that in control (Fig. 2A). The wound healing assay revealed that lnc NR2F1-AS1 inhibition substantially reduced cell migration ability, and lnc NR2F1-AS1 overexpression significantly promoted migration potential (Fig. 2B, C). Moreover, we investigated whether lnc NR2F1-AS1 participated in cell invasion. Transwell invasion assay indicated that cell invasion was dramatically decreased in lnc NR2F1-AS1 knockdown MDA-MB-231 cells and increased in lnc NR2F1-AS1-overexpressed MCF-7 cells (Fig. 2D, E). In the animal model, the inhibition of lnc NR2F1-AS1 significantly suppressed BC lung metastasis (Fig. 2F, G). These results suggest that lnc NR2F1-AS1 suppression inhibits BC metastasis in vitro and in vivo.

### Lnc NR2F1-AS1 promotes EMT in BC cell

To further investigate how lnc NR2F1-AS1 regulates BC metastasis, we performed a KEGG analysis. Lnc NR2F1-AS1 was closely related to focal adhesion and the transforming growth factor beta (TGF-β) pathway (Fig. 3A). Because EMT is an essential downstream of the TGF-β pathway 14, 15, we investigated whether lnc NR2F1-AS1 modulation affected EMT in BC cells. The knockdown of lnc NR2F1-AS1 upregulated the expression of epithelial markers (E-cadherin) and downregulated the expression of mesenchymal markers (N-cadherin, vimentin, and ZEB2). In contrast, lnc NR2F1-AS1 overexpression decreased epithelial marker expression and increased mesenchymal marker expression (Fig. 3B-D). Moreover, lnc NR2F1-AS1 expression was positively associated with ZEB1 and ZEB2 expression in TCGA database analysis (Fig. 3E, F). These findings suggest that lnc NR2F1-AS1 promotes BC metastasis by inducing EMT.

### Lnc NR2F1-AS1 acts as a molecular sponge for miR-25-3p in BC cells

Cytoplasmic lncRNAs can act as ceRNAs to modulate RNA expression and activity 16, 17. According to our data, lnc NR2F1-AS1 was mainly distributed in BC cell cytoplasm (Fig. 1C, D). Thus, we presumed that lnc NR2F1-AS1 acts as a ceRNA to prevent miRNAs from degrading their target mRNAs. Using bioinformatics software, we identified miR-25-3p as a potential target of lnc NR2F1-AS1. Additionally, lnc NR2F1-AS1 was inversely correlated with miR-25-3p in TCGA database and our cohort (Fig. 4A, B). A dual luciferase reporter assay was performed to confirm binding potential. Overexpression of miR-25-3p decreased the luciferase activity of the pmirGLO-NR2F1-AS1-WT vector but not of the pmirGLO-NR2F1-AS1 mutant vector (Fig. 4C, D). Furthermore, endogenous lnc NR2F1-AS1 was pulled down by the AGO2 antibody, and overexpression of miR-25-3p mimics significantly upregulated lnc NR2F1-AS1 binding to the AGO2 antibody in the RNA immunoprecipitation assay (Fig. 4E, F). Furthermore, lnc NR2F1-AS1 inhibition promoted miR-25-3p expression, whereas lnc NR2F1-AS1 overexpression suppressed miR-25-3p expression (Fig. 4G). These data demonstrated that miR-25-3p is an inhibitory target of lnc NR2F1-AS1 in BC.

### Lnc NR2F1-AS1 promotes ZEB2 expression via miR-25-3p suppression

Using the StarBase database, we identified ZEB2 as a potential target of miR-25-3p. ZEB2 is a key transcription factor regulating EMT in BC 18, 19. However, the relationship between lnc NR2F1-AS1/miR-25-3p and ZEB2 in BC remains poorly understood. ZEB2 expression was negatively associated with miR-25-3p expression in TCGA database (Fig. 5A). Additionally, ZEB2 was inversely correlated with miR-25-3p or lnc NR2F1-AS1 in our cohort (Fig. 5B). Thus, ZEB2 was selected as a miR-25-3p target for further investigation. The predicted binding site of miR-25-3p on the ZEB2 mRNA is shown in Figure 5C. Our luciferase assay indicated that miR-25-3p overexpression reduced the luciferase activity of the WT ZEB2 vector but not of the mutant ZEB2 vector (Fig. 5D). Moreover, the mRNA level of ZEB2 was downregulated by lnc NR2F1-AS1 inhibition and reversed by the miR-25-3p inhibitor. Furthermore, ZEB2 mRNA expression was increased by lnc NR2F1-AS1 overexpression and decreased by the miR-25-3p mimic (Fig. 5E). Finally, transwell invasion and WB assays showed that miR-25-3p inhibition or ZEB2 overexpression significantly promoted BC invasion, and EMT capacities were suppressed by lnc NR2F1-AS1 knockdown. MiR-25-3p overexpression or ZEB2 inhibition dramatically decreased lnc NR2F1-AS1 overexpression-induced BC invasion and EMT (Fig. 5F-H). These results suggest that lnc NR2F1-AS1 functions as a ceRNA to increase ZEB2 levels by competitively binding to miR-25-3p and ultimately enhance BC cell EMT, migration, and invasion.

## Discussion

Therapeutic methods effective in patients with metastatic BC are limited. Thus, there is a clinical need for comprehensively understanding the specific mechanisms behind BC metastasis 20, 21. LncRNAs have been identified as essential regulators of cancer progression. The functions and modulation of lncRNAs in the identification of potential targets for BC treatment have been revealed 22-24. Lnc NR2F1-AS1, an antisense lncRNA of NR2F1, is also known as COUP Transcription Factor I. High levels of lnc NR2F1-AS1 promote gastric cancer and hepatocellular carcinoma progression 25, 26. Lnc NR2F1-AS1 was up-regulated in the dormant mesenchymal-like breast cancer stem-like cells, and functionally promotes tumor dissemination but reduces proliferation in lungs 27. In the current study, lnc NR2F1-AS1 was upregulated in BC tissues and cells, and high lnc NR2F1-AS1 expression was closely related to poor prognosis in patients with BC. Functional studies revealed that the inhibition of lnc NR2F1-AS1 suppressed migration, invasion, and EMT of BC cells in vitro and lung metastasis in vivo, suggesting a carcinogenic role of lnc NR2F1-AS1 in BC.

The subcellular distribution is crucial for understanding the biological functions of lncRNAs. Cytoplasmic lncRNAs are involved in post-transcriptional gene regulation, serving as ceRNAs and preventing downstream target mRNA from degradation 28-30. Using cell cytoplasmic/nuclear fractionation and FISH assays, we found that lnc NR2F1-AS1 was mainly located in the cytoplasm of BC cells. Therefore, we presumed that lnc NR2F1-AS1 might act as a miRNA sponge in BC. MiR-25-3p was previously considered a tumor suppressor in colorectal and cervical cancers 31, 32. MiR-25-3p expression was negatively associated with lnc NR2F1-AS1 in BC tissues from TCGA database and our cohort. Next, we identified the specific binding sites between miR-25-3p and lnc NR2F1-AS1 using three online bioinformatics tools (RNAhybrid, StarBase v2.0, and TargetScan), which were further validated by RIP and dual luciferase reporter assays. Moreover, miR-25-3p significantly reversed the modulatory effect of BC invasion and EMT induced by lnc NR2F1-AS1 inhibition or overexpression. Our results confirmed the antitumor effect of miR-25-3p in cancer and investigated its functions in BC EMT.

The transcription factors ZEB1 and ZEB2, key regulators of cell invasion and EMT, have been investigated in several solid cancers, including BC. ZEB1 and ZEB2 exert their EMT-inducing functions through transcriptional repression of the E-cadherin gene 33-35. Our data showed that lnc NR2F1-AS1 upregulated ZEB1 and ZEB2 expression in BC. Furthermore, we confirmed that ZEB2 is a direct target of miR-25-3p. Lnc NR2F1-AS1 positively modulated ZEB2 expression by sponging miR-25-3p. The biological effects induced by lnc NR2F1-AS1 inhibition were reversed by ZEB2 overexpression in BC cells, highlighting the lnc NR2F1-AS1/miR-25-3p/ZEB2 axis in promoting BC cell migration, invasion, and EMT. In addition, we investigated the association between ZEB1 and miR-25-3p and obtained negative results (data not shown). Thus, lnc NR2F1-AS1 may upregulate ZEB1 expression through other mechanisms, which requires further investigation.

## Conclusions

In summary, we identified a novel lnc NR2F1-AS1, which was upregulated in BC and correlated with adverse prognosis in patients with BC. Lnc NR2F1-AS1 functioned as a sponge for miR-25-3p and contributed to BC EMT and metastasis by activating ZEB2 expression. Our findings demonstrate the lnc NR2F1-AS1/miR-25-3p/ZEB2 axis as a potential therapeutic target for BC metastasis.

## Supplementary Material

Supplementary figures and tables.

## Figures and Tables

**Figure 1:**
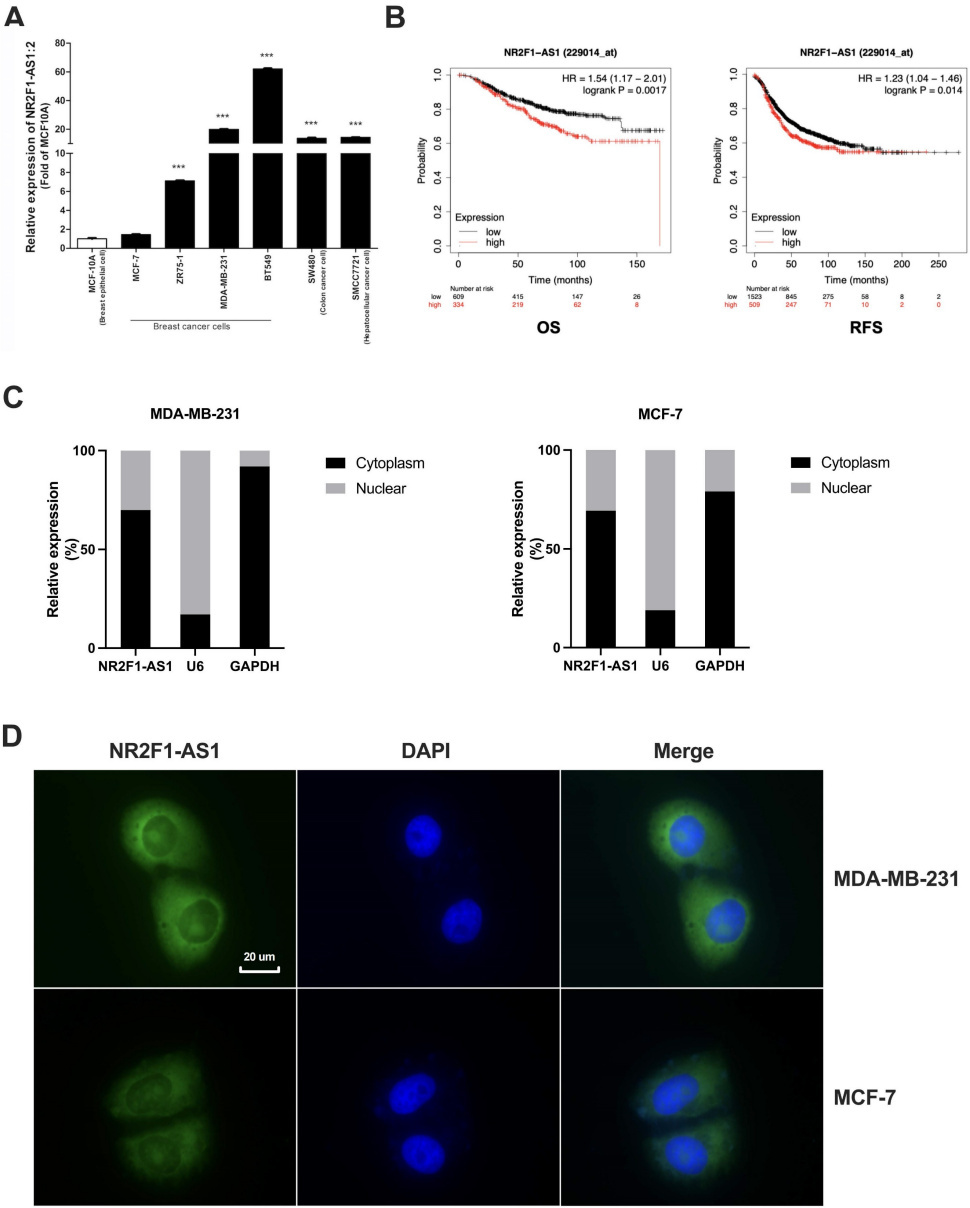
** Lnc NR2F1-AS1 upregulation is associated with poor prognosis in BC. A** RT-qPCR was used to detect lnc NR2F1-AS1 expression in normal breast cell line and BC cell line. GAPDH was the internal control (n=3 independent cultures). **B** Kaplan-Meier analysis demonstrated the relationship between lnc NR2F1-AS1 expression and overall survival (n=943) or recurrence-free survival (n=2032) of BC patients. **C** The expression level of lnc NR2F1-AS1 in the subcellular fractions of MCF7 cells and MDA-MB-231 cells was determined by qRT-PCR. GAPDH and U6 were used as cytoplasmic and nuclear markers, respectively.** D** The localization of lnc NR2F1-AS1 (Green) in MCF-7 and MDA-MB-231 cells was detected by FISH assay. Nuclei (blue) was stained by DAPI. Data are presented as the means±SEM, ***p<0.001(unpaired, two-tailed Student' s t-test).

**Figure 2:**
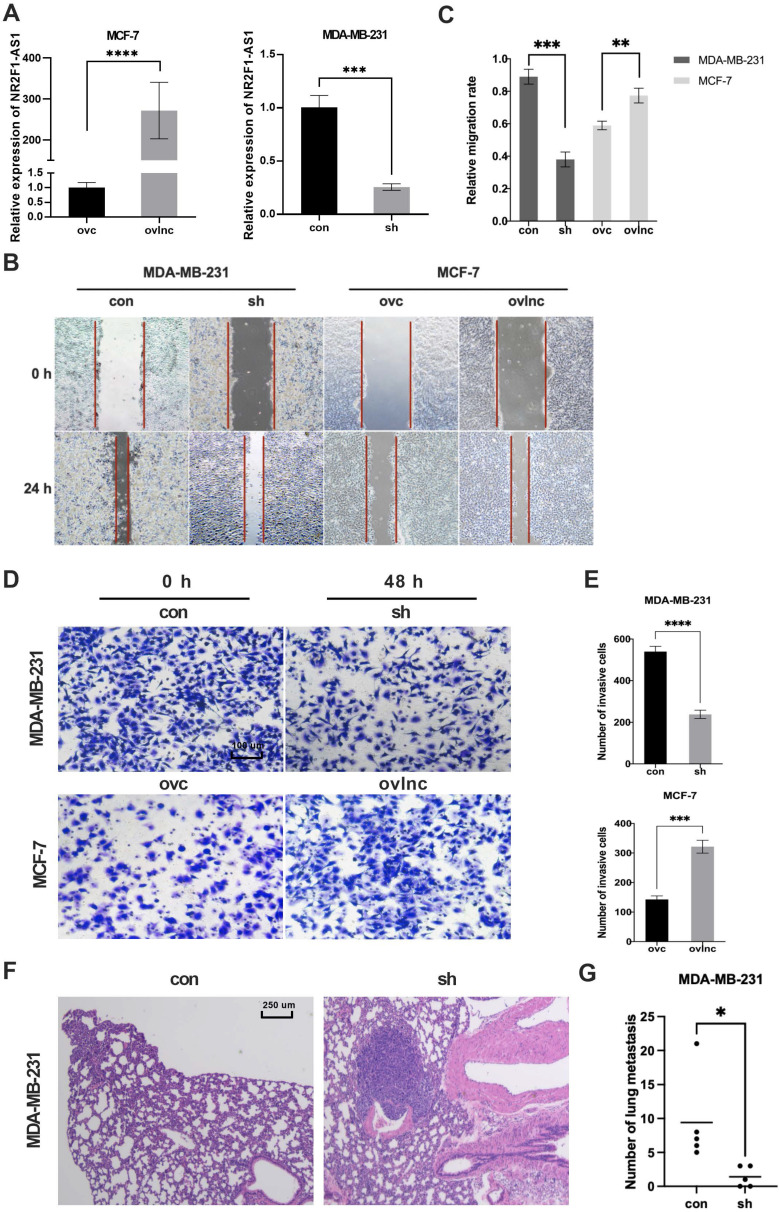
** Lnc NR2F1-AS1 promotes cell migration, invasiveness and tumor metastasis in BC. A** The expression level of lnc NR2F1-AS1 in MCF-7 and MDA-MB-231 cells after overexpression or inhibition of lnc NR2F1-AS1 were detected by RT-qPCR (n=3 independent cultures).** B, C** The effects of lnc NR2F1-AS1 overexpression or knockdown on BC cell migration were determined by wound healing assay (n=3 independent cultures). **D, E** The level of invasiveness after overexpression or inhibition of lnc NR2F1-AS1 in MCF-7 and MDA-MB-231 cells were detected by transwell assay (n=3 independent cultures).** F, G** Lung metastasis of BC in mice was measured by HE staining after lnc NR2F1-AS1 knockdown (n=5 mice per group). Data are expressed as the means±SEM, *p< 0.05, **p< 0.01, ***p< 0.001, ****p< 0.0001(unpaired, two-tailed Student's t-test for A, E, G; one-way ANOVA with Tukey' s post hoc test for C).

**Figure 3:**
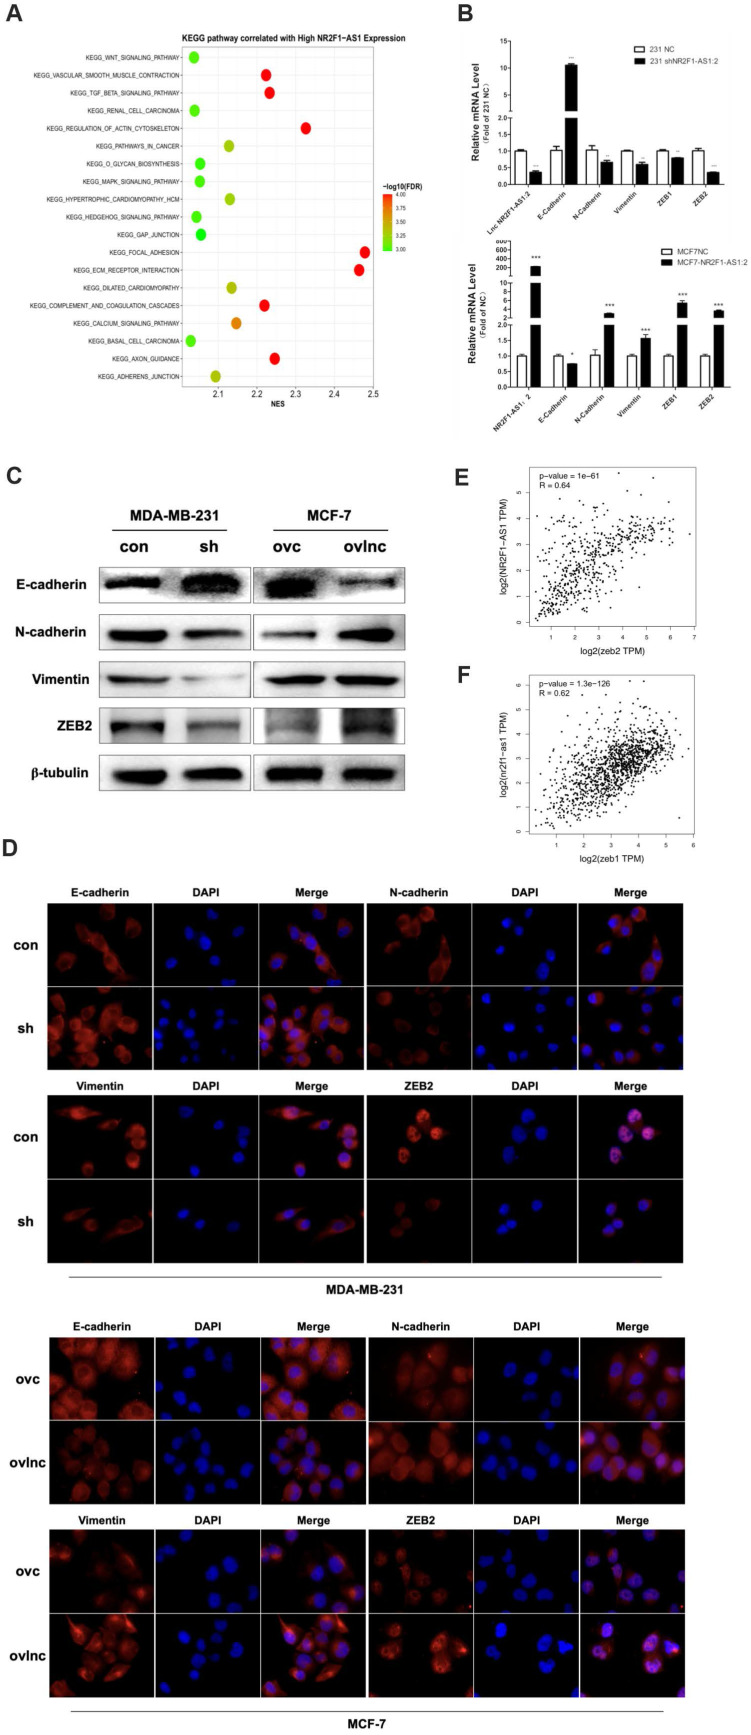
** Lnc NR2F1-AS1 promotes EMT of BC cell. A** KEGG pathway analysis of high and low lncRNA NR2F1-AS1 expression cells.** B** RT- qPCR analysis of the mRNA expression of epithelial markers (E-cadherin) and mesenchymal markers (N-cadherin, Vimentin, ZEB2) upon LncRNA NR2F1- AS1 overexpression or knockdown (n=3 independent experiments). **C, D** Protein level of epithelial markers and mesenchymal markers in MCF-7 and MDA-MB-231 cells after overexpression or inhibition of lnc NR2F1-AS1 were detected by Western blooting and immunofluorescence.** E, F** Pearson's correlation analysis was used to explore the association between expression of lnc NR2F1-AS1 and ZEB1 or ZEB2. Data are presented as the means±SEM, *p< 0.05, **p< 0.01, ***p< 0.001(one-way ANOVA with Tukey' s post hoc test).

**Figure 4:**
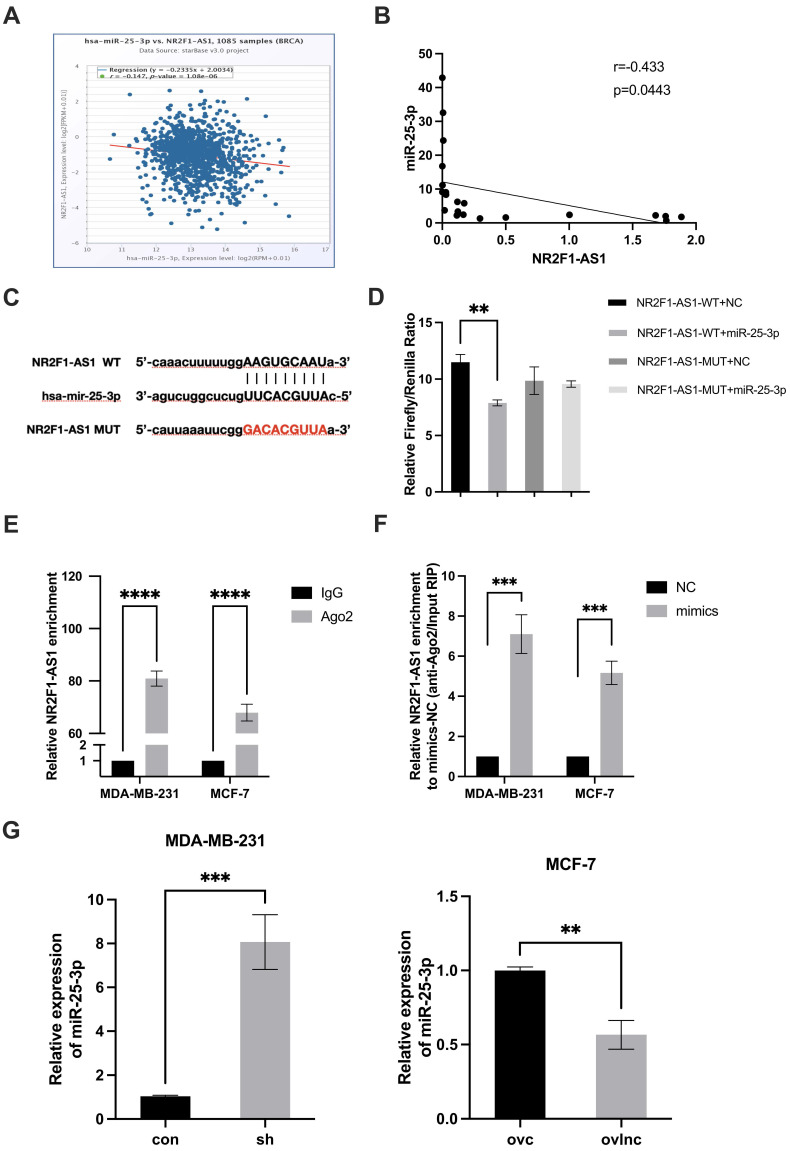
** lnc NR2F1-AS1 functions as a miR-25-3p sponge in BC cells. A, B** Correlation analysis was applied to evaluate the relationship between expression of lnc NR2F1-AS1 and miR-25-3p in BC tissues from TCGA database (n=1085) and our cohort (n=22). **C** The putative binding site for miR-25-3p in lnc NR2F1-AS1 and mutant sequences of the binding sites were shown. **D** Luciferase assays in HEK293T cells cotransfected with WT or mutant lnc NR2F1-AS1 and miR-25-3p NC or miR-25-3p mimic (n=3 independent experiments). **E** Anti-AGO2 RIP was performed in HEK293T cells, followed by RT-qPCR to examine the expression of lnc NR2F1-AS1 associated with AGO2 (n=3 independent experiments). **F** RT-qPCR was used to determine the effect of miR-25-3p NC or miR-25-3p mimic on the expression of lnc NR2F1-AS1 associated with AGO2. (n=3 independent experiments). **G** RT-qPCR analysis of the mRNA expression of miR-25-3p in lnc NR2F1-AS1 overexpressed MCF-7 cells and lnc NR2F1-AS1 inhibited MDA-MB-231 cells (n=3 independent experiments). Data are expressed as the means±SEM, **p< 0.01, ***p< 0.001, ****p< 0.0001(unpaired, two-tailed Student' s t-test for G; one-way ANOVA with Tukey' s post hoc test for D, E, F).

**Figure 5:**
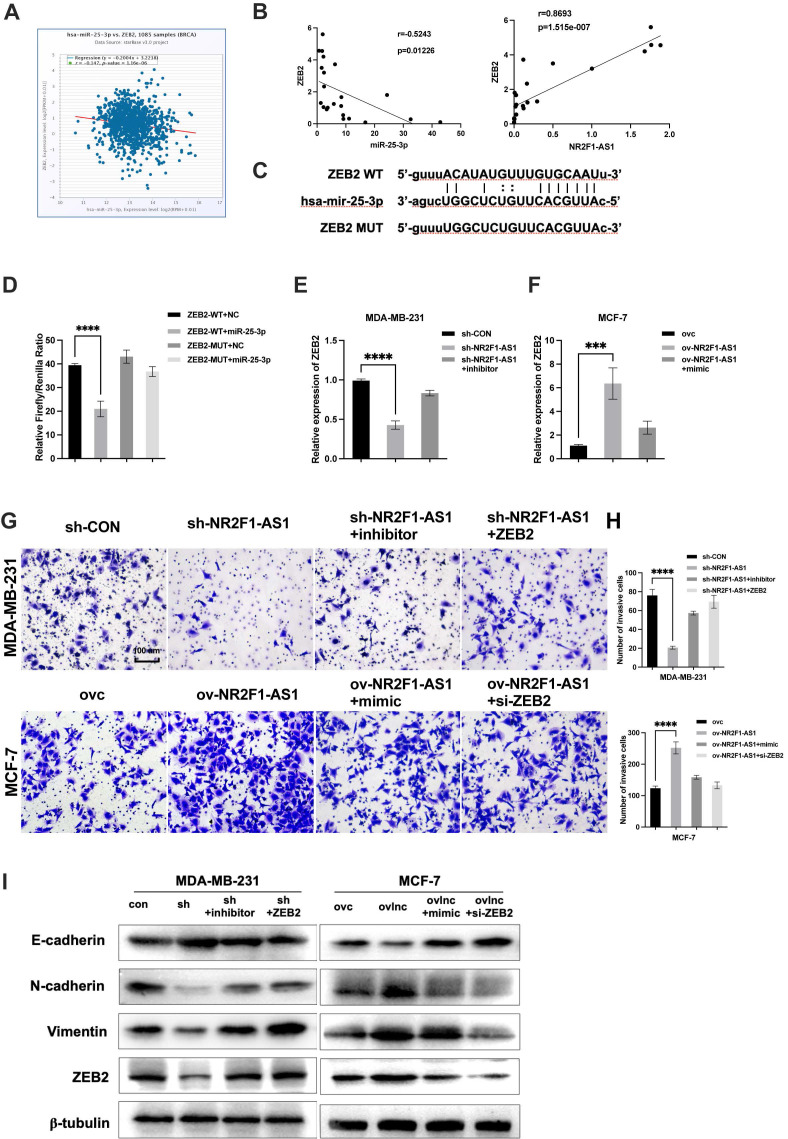
** Lnc NR2F1-AS1 upregulates ZEB2 expression via inhibition of miR-25-3p. A** Correlation analysis was applied to assess relationship between ZEB2 and miR-25-3p in BC tissues from TCGA database. **B** The association between ZEB2 and lnc NR2F1-AS1 or miR-25-3p were determined by Pearson's correlation analysis.** C** The putative binding site for miR-25-3p in ZEB2 and mutant sequences of the binding sites.** D** Luciferase reporter assays in HEK293T cells cotransfected with WT or mutant ZEB2 and miR-25-3p NC or miR-25-3p mimic (n=3 independent experiments). **E, F** The effects of ov lnc NR2F1-AS1 and miR-25-3p mimic cotransfection or sh lnc NR2F1-AS1 and miR-25-3p inhibitor cotransfection on ZEB2 expression were detected by qPCR (n=3 independent experiments). **G, H** The effects of ov lnc NR2F1-AS1 and miR-25-3p mimic cotransfection or sh lnc NR2F1-AS1 and miR-25-3p inhibitor cotransfection on cell invasiveness were measured by transwell assay (n=3 independent experiments). **I** Western blotting was used to detect protein level of epithelial markers and mesenchymal markers in MCF7 cells cotransfected with miR-25-3p mimic or siZEB2 and ov lnc NR2F1-AS1 and MDA-MB-231 cotransfected with miR-25-3p inhibitor or ZEB2 and shlnc NR2F1-AS1. Data are presented as the means±SEM, ***p< 0.001, ****p< 0.0001(one-way ANOVA with Tukey' s post hoc test).

**Figure 6:**
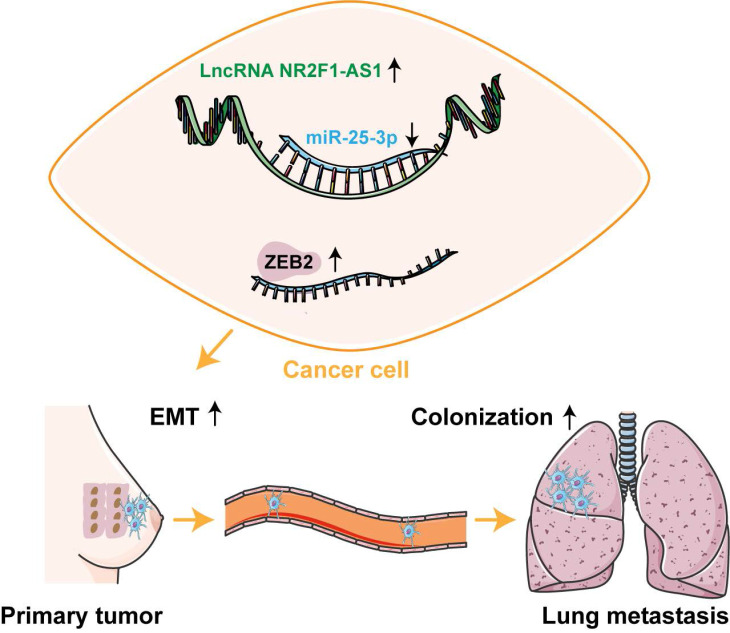
Schematic diagram of lnc NR2F1-AS1 function in BC.

## Abbreviations

BC: breast cancer
EMT: epithelial-to-mesenchymal transition
MET: mesenchymal-to-epithelial transition
lncRNA: long non-coding RNA
ceRNA: competing endogenous RNA
TCGA: The Cancer Genome Atlas
miRNA: microRNA
KEGG: Kyoto Encyclopedia of Genes and Genomes
ATCC: American Type Culture Collection
DMEM: Dulbecco's Modified Eagle Medium
qPCR: quantitative real-time polymerase chain reaction
FISH: fluorescence in situ hybridization
SDS: sodium dodecyl sulfate
PVDF: polyvinylidene difluoride
BSA: bovine serum albumin
NC: negative control
RIP: RNA immunoprecipitation
SD: standard deviation
OS: overall survival
RFS: recurrence-free survival
TGF-β: transforming growth factor beta

# Supplementary material for: Lnc NR2F1-AS1 Promotes Breast Cancer Metastasis by Targeting the MiR-25-3p/ZEB2 Axis
**Source:** Int J Med Sci. 2023 Jul 24;20(9):1152–62. doi: 10.7150/ijms.86969
**Supplement:** Supplementary file 1 — Supplementary figures and tables.

Supplementary table 1 Primers for RT-qPCR

**Genes**	**Primers**
ZEB2	5'- CACACACATACACAGAAAGGA-3' (forward)
	5'- ATAACAGGAGGCATAGCATT-3' (reverse)
GADPH	5'- GTCTCCTCTGACTTCAACAGCG-3' (forward)
	5'- ACCACCCTGTTGCTGTAGCCAA-3' (reverse)
U6	5'- CTCGCTTCGGCAGCACATATACT-3' (forward)
	5'-ACGCTTCACGAATTTGCGTGTC-3' (reverse)
miR-25-3p	5'- CATTGCACTTGTCTCGGTCTGA-3' (forward)
	5'- GCTGTCAACGATACGCTACGTAACG-3' (reverse)
NR2F1-AS1	5'- TTGAGGCACTTCTTGAGG-3' (forward)
	5'- CCGCAGGAACTTAACTTAC-3' (reverse)

Probe sequence for NR2F1-AS1

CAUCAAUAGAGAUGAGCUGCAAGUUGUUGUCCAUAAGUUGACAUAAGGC
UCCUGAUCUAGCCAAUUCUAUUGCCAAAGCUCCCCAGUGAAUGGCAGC
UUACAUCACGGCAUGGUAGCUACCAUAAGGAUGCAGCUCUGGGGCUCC
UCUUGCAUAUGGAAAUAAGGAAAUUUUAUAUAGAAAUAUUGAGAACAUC
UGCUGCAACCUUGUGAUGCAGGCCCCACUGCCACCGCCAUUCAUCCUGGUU
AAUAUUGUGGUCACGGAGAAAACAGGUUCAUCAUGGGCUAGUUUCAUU
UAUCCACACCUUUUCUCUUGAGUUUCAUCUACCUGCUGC

Sequences of RNAi

**Construct**	**Sequence**

---

shNR2F1-AS1	5'-<br>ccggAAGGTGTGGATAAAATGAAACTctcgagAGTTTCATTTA<br>TCCACACCTTttttg-3'

---

siZEB2	5'- GGACACAGGUUCUGAAACA-3'

Figure S1

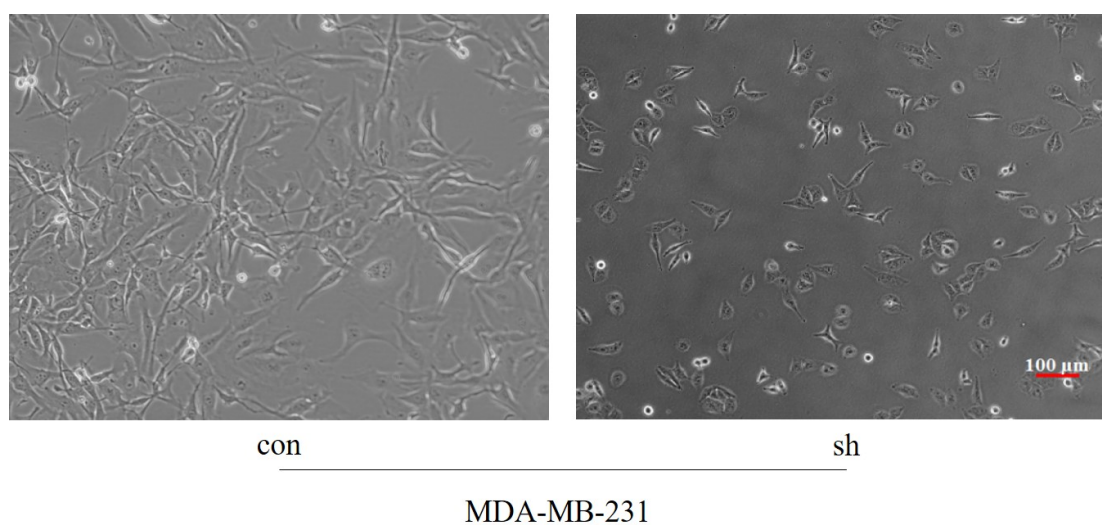

Figure S1 The morphological change of MDA-MB-231 cells.

Figure S2

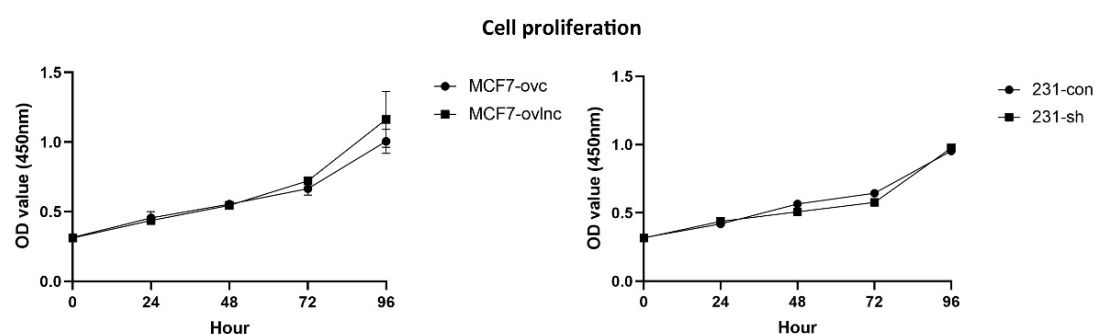

Figure S2 The growth curve of CCK-8 assay showed that overexpression of lnc NR2F1-AS1 or knockdown of lnc NR2F1-AS1 didn't influence the proliferation of MCF-7 ($p = 0.165$) and MDA-MB-231 ($p = 0.487$) cells, respectively.

How the deposited data were processed for this re-analysis (not part of the article)

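RNA of MCF-7 cells with a stable vector and of MCF-7 cells with a stable IL-8 plasmid was measured on 1 single-colour Agilent human lncRNA array each. The authors labelled the RNA with Cy3 and deposited the spot intensity values that Agilent Feature Extraction 10.7 gave, background-subtracted and spatially detrended but not normalized between the arrays. A multiplicative detrend had changed the IL-8 array by factors of 0.895 to 1.33 and left the vector array unchanged. The authors also deposited a value table on the log2 scale for 63431 probes, with column medians of 4.58 for both arrays. Each of its columns had a Pearson correlation of 0.9996, across probes, with the log2 signals of its own array; the normalization of that table is not given in the sources used here.

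Spots marked as non-uniform or population outliers (1185 on the vector array and 1193 on the IL-8 array) were left out, and no spot was saturated. The log2 processed signal was taken relative to the array's 75th percentile over probes that are not controls, and log2 values of the spots of one probe were averaged. A probe counted as well above background where at least 50% of its spots were. The 103234 probes, without those for ERCC spike-in RNA, have 88421 different sequences and formed 83953 targets, joined by design transcript number or identical sequence. A target's value is the mean difference, IL-8 minus vector, over its sequences measured on both arrays. With 1 array per condition no test was run and no p-value is given; targets are counted at a difference of at least 1 on the log2 scale. The number of arrays limits the precision.

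The transcript probes carry no gene name, accession or coordinate in the files used here. The gene lists, CXCL8, the epithelial and mesenchymal markers and the named genes that were to be reported by symbol were therefore not analysed here, and neither was the label check on the IL-8 transcript. At most 2 probes that rose and 2 that fell, those with the largest differences, are given by their identifiers. NR2F1-AS1 was to be found by the array's identifiers and was instead found by sequence, a choice made after the files were seen. The sequences printed in the supplement were searched on both strands among the 60-base probes for identical runs of at least 20 bases, or over the whole length of shorter ones, and aligned with edlib 1.3.9.post1. The printed NR2F1-AS1 probe sequence matched 3 probes and the miR-25-3p forward primer 1 probe; the other primers, the shRNA arms and the siRNA had no such run in any probe.

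Alternatives fixed before the data were examined were normexp background correction with an offset of 50 (limma 3.58.1 in R 4.3.3), other scalings between the arrays, other filters on dim probes, other rules for several probes of a target, other size thresholds and the authors' log2 table. The signal before the multiplicative detrend was added after the data were seen. The counting step was tested on simulated data made from 69807 probes of the vector array, with 200 of them changed and a noise SD of 0.2 on the log2 scale: 195 of the changed probes were recovered, with 38 false calls. Every simulated change was set beyond 2-fold, every probe above background on both arrays, and the noise equal for all probes. These numbers therefore check the counting step and give no error rate for the real counts. Python 3.11.15 was used for the other steps.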

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

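The tests of scaling, of the direction at single spots, of changes by number of spots, and of a common floor at the level where 50% of the probes are well above background or with spike-in scaling, were chosen only after the results were seen. Probes LNCA_24_P270460 and LNCA_23_P52266 had the largest rises among targets measured on both arrays, 6.67 and 5.39 on the log2 scale, in a part of the array that the paper does not discuss. With normexp background correction they were 6.04 and 4.93. Neither probe has a value in the authors' log2 table. Each rests on 1 spot per array, so no replicate spot could show a defect of the spot itself; the median difference of the spots around them was 0.00 and 0.12.

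Probe CUST_9021_PI429285431, which reads the strand of NR2F1-AS1, was higher in IL-8 cells. Its spots on the vector array lay 2.19 apart on the log2 scale, which is what a local defect was predicted to show, so the size of its difference may partly come from 1 defective spot. The median difference of the spots around its 2 places was 0.00 and -0.07. A defect as the whole of the rise is argued against by the lowest difference over the spots of both same-strand probes, which was 2.21. Scaling is argued against by size: the scalings moved the median of all targets by at most 0.29, and the lowest difference over them was 3.11. With shifts that small, none could have brought the difference near 2-fold, so its outcome was fixed in advance. With 1 array per condition, a difference between the cultures that IL-8 did not bring stays open and untested.

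In pairs of identical-sequence probes, 98.1% of the partners of 375 changed probes went the same way, which argues against defects of single spots as the source of the 2-fold changes of such probes; 68.8% of the partners were also changed at least 2-fold. Defects stay open for the 55.2% of higher and 64.3% of lower targets that rest on 1 spot. Of the targets on 1 spot 6.82% were changed at least 2-fold, against 5.24% of those on 2 or more spots, a ratio of 1.3 that decides neither way. What made the changes, IL-8 or another difference between the cultures, was not tested.

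More targets were well above background in IL-8 cells alone (3792) than in vector cells alone (1220). With 1 common floor on the scaled signals of both arrays, at the level where 50% of the probes are well above background, the ratio of these counts was 1.09 instead of 3.11. With the floor at the lowest signal well above background it was 0.91, with more targets in vector cells alone. Scaling to the 75th percentile itself moves these counts towards balance. With scaling to the spike-in control probes, which does not align the arrays' signals, the ratio was 2.11 and 1.42 at the same kinds of floor, so a brighter IL-8 array and a wider range of transcripts in IL-8 cells cannot be told apart. With the signals before the multiplicative detrend the ratio at the first floor was 1.07, which decides nothing about the detrend because the ratio was as low with it.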

How the results depend on the processing

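The NR2F1-AS1 difference kept its direction under all 13 alternatives, from 2.25 to 3.82 on the log2 scale against 3.12. A move was judged against the SD of 0.27 between probes of identical sequence, which leaves out differences between the arrays that such probes share. It was 2.25 with normexp background correction, 3.41 with no scaling, and 3.82 with no filter on background, a mean that takes in CUST_39833_PI429285431, whose vector signal was not well above background. The counts of targets at least 2-fold higher and lower, 1753 and 1691, were 716 and 721 with normexp. They were 3470 and 776 with no scaling and 2792 and 979 with spike-in scaling. These 2 shift every difference by 1 constant, 0.29 and 0.20. Some counts have other totals than 56656. The authors' log2 table, with fewer probes and its own normalization, gave 880 and 630 of 28556 targets. No filter on background gave 3888 and 4384 of 83953, and both arrays above their median signal 1049 and 1055 of 42867. At a threshold of 1.5-fold the counts were 4838 and 6574, and at 4-fold 221 and 205. They were 37 and 34 where at least 2 sequences had to go the same way, and only 1751 targets have that many measured. Apart from the shifts by a constant, the thresholds and the filters, the cause of the moves was not tested. Quantile normalization, scaling to the probes well above background on both arrays, the brightest or median probe, and the signal before the multiplicative detrend, chosen after seeing the data, kept both counts within 1.5 times. Signal limits what can be read: 22281 targets were well above background on neither array. Alternatives for CXCL8, the marker lists and genes named by symbol were not run, since the probes carry no gene names. No paired analysis was possible with 1 array per condition.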

Other observations

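Probe CUST_41582_PI429285431 holds the 22 bases of the paper's forward primer for miR-25-3p, the microRNA of the paper's proposed axis. Before scaling, its signals over 3 spots were 191 in vector cells and 147 in IL-8 cells. After scaling the log2 difference was -0.66, and the single spots gave -0.76, -0.49 and -0.72. That scaling alone lowers every log2 difference by 0.29, so the fall of this probe was smaller without it. A 60-base probe of this kind reads a longer RNA that holds this sequence, and the mature miR-25-3p was not measured. The probe was chosen after the sequence search and the paper makes no statement about it.

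The largest falls among targets measured on both arrays were those of probes LNCA_23_P23048 and LNCA_33_P3295343. Before scaling, their signals went from 3338 in vector cells to 24.1 in IL-8 cells, and from 2287 to 40.6. After scaling, the falls on the log2 scale were -7.40 and -6.10, and -5.54 and -4.71 with normexp background correction. Both drop out where each array has to lie above its median signal, since their IL-8 signals lie below it. Neither probe has a value in the authors' log2 table. Each rests on 1 spot per array, and the median difference of the spots around them was -0.26 and -0.23.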
